# Changes in renal medulla gene expression in a pre-clinical model of post cardiopulmonary bypass acute kidney injury

**DOI:** 10.1186/1471-2164-15-916

**Published:** 2014-10-21

**Authors:** Mohamed T Ghorbel, Nishith N Patel, Maimuna Sheikh, Gianni D Angelini, Massimo Caputo, Gavin J Murphy

**Keywords:** Acute kidney injury, Cardiopulmonary bypass, Gene expression

## Abstract

**Background:**

Acute kidney injury (AKI) is a common and serious complication of cardiac surgery using cardiopulmonary bypass (CPB). The pathogenesis is poorly understood and the study of AKI in rodent models has not led to improvements in clinical outcomes. We sought to determine the changes in renal medullary gene expression in a novel and clinically relevant porcine model of CPB-induced AKI.

**Results:**

Adult pigs (n = 12 per group) were randomised to undergo sham procedure, or 2.5 hours CPB. AKI was determined using biochemical (Cr51 EDTA clearance, CrCl, urinary IL-18 release) and histological measures. Transcriptomic analyses were performed on renal medulla biopsies obtained 24 hours post intervention or from sham group. Microarray results were validated with real-time polymerase chain reaction and Western Blotting.

Of the transcripts examined, 66 were identified as differentially expressed in CPB versus Sham pig’s kidney samples, with 19 (29%) upregulated and 47 (71%) down-regulated. Out of the upregulated and downregulated transcripts 4 and 16 respectively were expression sequence tags (EST). The regulated genes clustered into three classes; Immune response, Cell adhesion/extracellular matrix and metabolic process. Upregulated genes included Factor V, SLC16A3 and CKMT2 whereas downregulated genes included GST, CPE, MMP7 and SELL.

**Conclusion:**

Post CPB AKI, as defined by clinical criteria, is characterised by molecular changes in renal medulla that are associated with both injury and survival programmes. Our observations highlight the value of large animal models in AKI research and provide insights into the failure of findings in rodent models to translate into clinical progress.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-916) contains supplementary material, which is available to authorized users.

## Background

Acute kidney injury (AKI), defined as an acute 25% reduction in glomerular filtration rate [1] is one of the most serious complications post-cardiac surgery with mortality rates of 6–19% [2–4]. The pathogenesis is poorly understood [5] and there have been no advances in the treatment of this condition since the development of dialysis over 30 years ago. Where postoperative renal dysfunction is so severe as to require dialysis, mortality rates are as high as 63% [3]. Cardiopulmonary bypass (CPB) is a major contributor to AKI post-cardiac surgery [6]. Attempts to ameliorate this injury in clinical studies have, to date been unsuccessful [7]. Reno-protective strategies developed in rodent models, the mainstay of research into AKI, have failed to translate into clinical benefits and there is a widely acknowledged need for the development of large animal models of AKI with closer homology to humans [8, 9]. Indeed, it is now accepted that there is a disparity between small rodents and humans explaining why basic research on these models have not yielded great clinical advances [10, 11]. The pig genome-sequencing project is developing fast and providing an important resource to extend the potential of the pig as a biomedical model [12]. We have previously noted qualitative and quantitative similarities between post CPB acute kidney injury in swine [13, 14] and those described in a previous randomised controlled clinical trial of coronary artery bypass grafting with or without CPB [15]. We have also identified medullary hypoxia and an apparently paradoxical elevation in cellular ATP levels in the outer medulla in association with intra-renal vasoconstriction and endothelial dysfunction in kidneys exhibiting AKI as defined clinically at 24 hours post CPB in the swine model [14]. The aim of the current study was to investigate global transcriptomic alterations in the renal medulla in post CPB kidneys in this model in order to gain greater insight into the pathogenesis of this condition.

## Results

### Anaesthesia, monitoring and cardiopulmonary bypass

All animals survived the study to recovery, re-anaesthesia, re-evaluation and sacrifice. Baseline weight, serum creatinine, urine output and total volume of crystalloid administered over the course of the study were not different between the groups (Table 1). The sham group had a significantly lower level of fractional sodium excretion at baseline suggesting that baseline hydration may have been less in these animals. The mean fractional sodium excretion in both groups was less than 1 in both groups however suggesting that this is unlikely to have confounded our observations. CPB was characterised by a reduction in mean arterial blood pressure (MABP) and circulating haematocrit, as is typically observed clinically. Perfusion pressures were otherwise similar at baseline, immediately post intervention and at 24 hours for both groups (Figure 1).

**Table 1:** **Baseline characteristics**

Variable	Sham (n = 6)	CPB Alone (n = 6)	P value
**Weight (kg)**	58.2 (2.4)	56.9 (1.7)	0.678
**Serum creatinine (mmol/L)**	138.7 (13.2)	134.3 (9.4)	0.794
**Creatinine clearance (ml/min)**	108.6 (8.51)	120.8 (11.25)	0.410
**Urine output (ml/kg/hr)**	1.27 (0.17)	1.65 (0.44)	0.437
**Fractional excretion of sodium (%)**	0.27 (0.08)	0.63 (0.17)	0.080
**Free water clearance (ml/min)**	−0.34 (0.20)	−0.51 (0.17)	0.540
**Protein/Creatinine ratio (mg/mmol)**	21.26 (1.43)	22.41 (2.68)	0.713
**Albumin/Creatinine ratio (mg/mmol)**	0.22 (0.09)	0.08 (0.05)	0.215
**Fluid requirement (ml)**	4833 (105.4)	5500 (223.6)	0.022
**Metaraminol dose (mg)**	0.02 (0.02)	1.7 (0.65)	0.109

Data represents mean (SEM).

**Figure 1:**
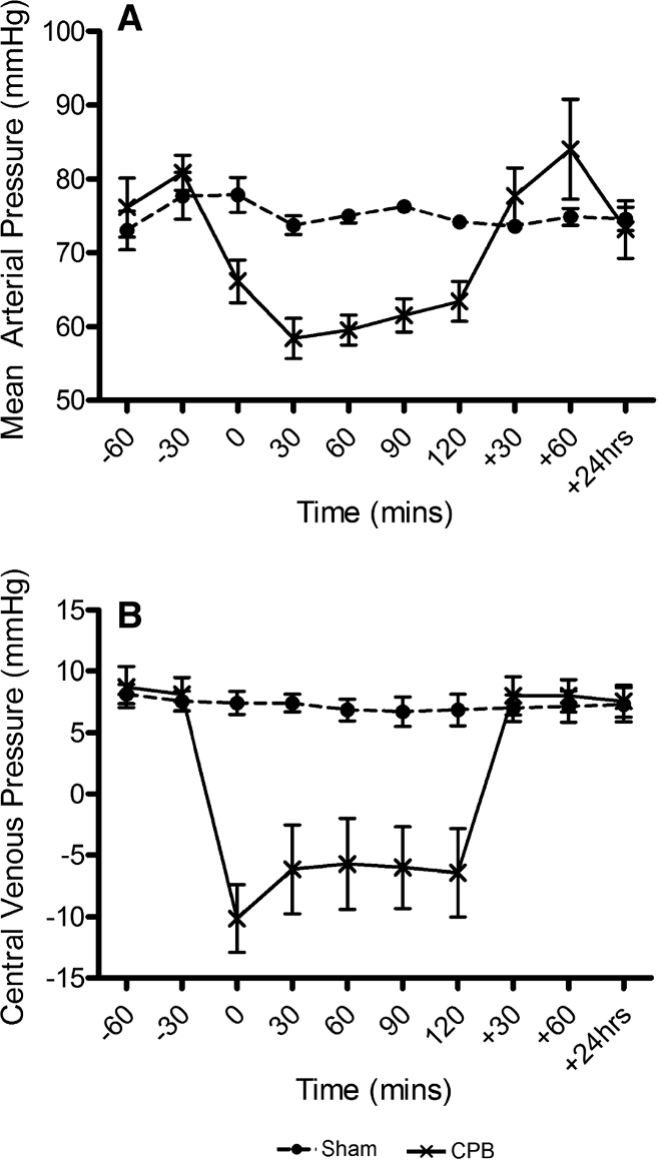
**Haemodynamic changes throughout the experiment. (A)** Mean arterial blood pressure and **(B)** central venous press in the sham group (solid circles) and cardiopulmonary bypass group (cross) over the course of the experiment. Data represents mean (SEM).

### Acute kidney injury

We measured the effect of CPB on renal function as determined by measured Cr51 EDTA clearance and calculated creatinine clearance at 1.5 and 24 hours (Additional file 1: Figure S1). CPB reduced glomerular filtration rate (GFR) by 33.6 ml/hr (95%CI 27.1 to 40.1), p < 0.001 as determined by Cr51 EDTA clearance, and by 54.1 ml/hr (95%CI 22.2 to 86.0), p < 0.001, as determined by creatinine clearance. This effect, equates to stage R in the RIFLE classification of acute kidney injury [1]. The regression coefficient for CrCl vs 51Cr-EDTA clearance was 0.74 at 90 minutes and 0.78 at 24 hours, both p < 0.001. CPB was also associated with significant proteinuria at 24 hours (mean difference: +1.54 (95%CI 1.16 to 2.05) mg/mmol, p = 0.003) and an increase urine IL-18 levels (mean difference: +210.78 (95%CI 127.62 to 293.94) pg/ml, p < 0.001) a specific marker of AKI used in clinical studies. Acute Tubular Necrosis (ATN) was quantified using an established scoring system [16] by a blinded renal histopathologist. This demonstrated no ATN in post CPB kidneys despite the biochemical evidence of acute kidney injury. There was however widespread phenotypic change evident with renal tubular epithelial cells appearing flattened and more epitheloid giving an appearance of tubular dilatation (Mean difference in tubular diameter +2.13 (0.07 to 4.13) μm, p = 0.044).

### Analysis of differentially expressed genes

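Renal medulla from 3 Sham pigs, which had 2.5 hours of general anaesthesia, and from 3 CPB pigs, which had 2.5 hours of cardiopulmonary bypass under anaesthesia, was taken 24 hours after the intervention. RNA from each animal was hybridised to its own Affymetrix porcine array, so each group has n = 3 animals. The authors normalised the arrays together with the RMA algorithm, which corrects the background, equalises the distributions of the arrays and summarises the probes of each probe set. The deposited values are RMA intensities on the linear scale for 24123 probe sets, and log2 was taken before any test. The 124 control probe sets were left out, which left 23999. The median intensity per array lay between 94.62 and 96.93, since the normalisation equalises the arrays. The number of arrays limits the precision, and 3 animals against 3 cannot give a two-sided exact permutation p below 0.1. CPB and Sham were compared with limma's moderated test, which borrows information on the spread from all probe sets, and p-values were adjusted by the Benjamini-Hochberg method. The study's own threshold, an unadjusted p under 0.05 with a difference of at least 1.6-fold, was also applied to the same fit. Fold changes are differences of mean log2 intensity, CPB minus Sham, given with their standard error. Gene names come from Table 2 or from the array annotation, and genomic positions are not given because the array values name no genome build.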

We used the Affymetrix GeneChip Porcine Genome Array in this study as it provides coverage of 20,201 porcine genes (http://www.affymetrix.com/estore). Of the transcripts examined, 66 were identified as differentially expressed in CPB versus Sham pig’s kidney biopsies (*P* < 0.05; 1.6 fold), with 19 (29%) up-regulated and 47 (71%) down-regulated (Figure 2, Table 2). 

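Of 23999 probe sets, 73 met the study's threshold, with 21 (28.8%) higher and 52 (71.2%) lower in CPB than in Sham medulla. All 68 probe sets printed in Table 2, which are 19 higher and 49 lower, were among them. Counting genes with more than 1 probe set in Table 2 once gives 66 entries, 47 of them lower. The largest differences were in GSTA2, a glutathione transferase, and in a Table 2 probe set without a gene name, which was lower by a log2 difference of -2.21 (standard error 0.51, n = 3 animals per group). SRGN, which encodes the proteoglycan serglycin of secretory granules, was lower by -1.73 (standard error 0.63), with Sham 3 at an intensity of 2534.5 and the other Sham animals at 690.4 and 444.3, and by -1.003 without Sham replicate 3. Among the 5 probe sets outside Table 2, EGR1, an immediate early transcription factor, was lower by -0.75 (standard error 0.31) on its dimmest probe set, with overlapping groups on the other two, and FBXO32, a muscle ubiquitin ligase, was lower by -0.82 (standard error 0.33) on a probe set other than the one in Table 2. The remaining 3 have no gene name here. The values of the 3 CPB animals and the 3 Sham animals did not overlap for 49 of the 68 Table 2 probe sets. Over all probe sets 5.27% had no overlap, and chance gives 10%. No probe set passed an adjusted p of 0.05 from limma, the smallest adjusted p was 0.995, and 336 probe sets had an unadjusted p under 0.05 where chance gives about 1200. With the methods' t-test on the same values 499 probe sets had an unadjusted p under 0.05, none passed after adjustment, and 30 met the study's threshold, 10 higher and 20 lower. Without Sham 2 the count at the study's threshold was 701, and without CPB 2 it was 693.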

The regulated genes clustered into three classes cell adhesion/extracellular matrix, immune response and metabolic process (Table 3). 

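The 24 probe sets of the Table 3 genes all met the study's threshold. In the metabolic process class, 7 genes were higher and 4 were lower in CPB, with log2 differences between 0.68 and 3.17 in size. In the cell adhesion and extracellular matrix class, 2 genes were higher (F5 and TUBA4A) and 5 were lower. All 6 genes of the immune response class were lower, by 0.71 to 1.34 in size. TUBA4A, an alpha tubulin, was higher by 0.82 (standard error 0.29, n = 3 animals per group), although its intensity of 184.6 in CPB 2 lay below the 187.3 of Sham 2. CLU, the chaperone clusterin, which Table 3 places in both the immune and the adhesion class, had an intensity of 1282 ± 194 (SD, n = 3) in Sham and 806 ± 264 (SD, n = 3) in CPB. The classes were chosen by the study on these arrays, so their direction is not independent evidence, and none of the 24 probe sets passed limma's adjusted test. With the methods' t-test 15 of the 24 met the study's threshold.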

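Of the 19 probe sets that Table 2 lists as higher in CPB, 7 belong to genes of the metabolic class of Table 3. The lipid transfer protein STARD10 had the largest difference among them, with an intensity of 75.8 ± 12.4 (SD, n = 3) in Sham and 199 ± 66.2 (SD, n = 3) in CPB. CDA, which deaminates cytidine, was higher by a log2 difference of 0.78 (standard error 0.23). Of the 41 measured genes of a fixed list of fatty acid oxidation and peroxisome genes, 38 had a higher mean in CPB, and the median log2 difference was 0.30. HADHA, a subunit of the mitochondrial trifunctional protein, was higher by 0.26 (standard error 0.12) and PEX14, a peroxisomal import factor, by 0.33 (standard error 0.13), both short of the study's threshold. Of 25 tricarboxylic acid cycle genes, 23 had a higher mean in CPB (median 0.25), with OGDH higher by 0.36 (standard error 0.18). The 53 oxidative phosphorylation genes had a median of 0.15, and 51 had a higher mean in CPB. Of these lists, 1 gene met the study's threshold (ACOX3), and none passed an adjusted p over all genes or adjusted over the list alone. The set test camera with a preset correlation of 0.01 gave adjusted p = 0.000355, 0.00196 and 5e-05 for the 3 lists, and an adjusted p = 0.747 for each with an estimated correlation. The 21 measured proximal tubule markers, genes of a segment that lies mostly in the cortex, had a median log2 difference of 0.94, with adjusted p = 0.0144 from camera and 0.765 with an estimated correlation. Their mean, with each gene centred over the 6 arrays, was -2.05 in Sham 1, 1.08 in Sham 2, -0.28 in Sham 3, 1.26 in CPB 1, -1.52 in CPB 2 and 1.52 in CPB 3. The proximal tubule markers were not called without Sham 1 (median 0.028), CPB 1 (0.37) or CPB 3 (0.35). Without CPB 3 camera called none of the fatty acid oxidation, tricarboxylic acid cycle and oxidative phosphorylation lists, at medians of 0.14, 0.048 and 0.083, and without Sham 3 it did not call the last, at 0.046. With that centred mean as a covariate, added after the data had been seen, it called neither of the first, at medians of 0.048 and 0.10.

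**Figure D1:**
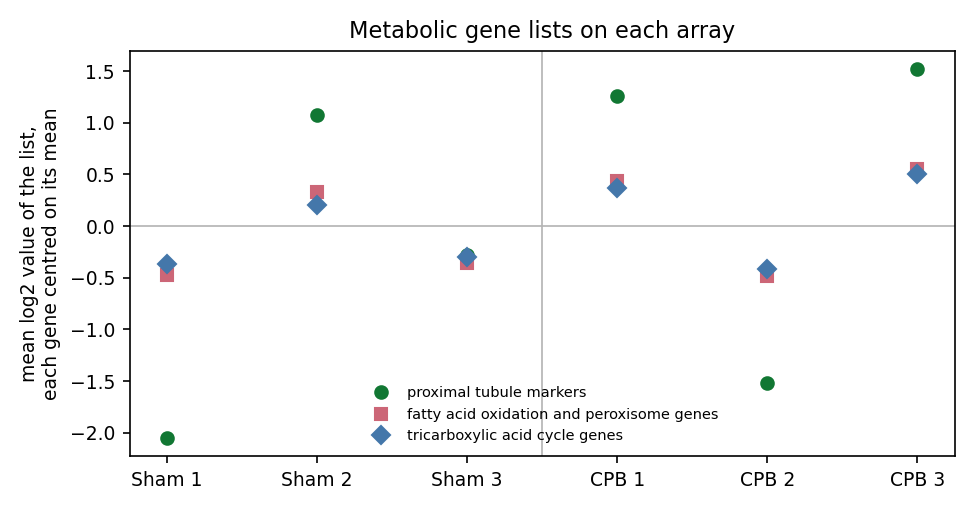
Mean log2 intensity of 3 gene lists on each array, with every gene centred on its mean over the 6 arrays. Each point is 1 list on 1 array, and the vertical line parts Sham from CPB. Proximal tubule markers lie at 1.08 in Sham 2, above -2.05 in Sham 1 and -0.28 in Sham 3. They lie at -1.52 in CPB 2, below 1.26 in CPB 1 and 1.52 in CPB 3.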

Most of the upregulated genes belonged to the metabolic process cluster. The downregulated genes belonged to cell adhesion/extracellular matrix and immune response clusters. Collectively, these changes indicate transcriptomic remodelling in the kidney’s medulla following CPB.

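Of the 49 probe sets that Table 2 lists as lower in CPB, 11 belong to genes of the immune response or adhesion classes of Table 3 and 4 to genes of the metabolic class. CD53, a tetraspanin of leukocytes, had an intensity of 253 ± 63.2 (SD, n = 3) in Sham and 148 ± 23.6 (SD, n = 3) in CPB on its Table 2 probe set, while its other probe sets differed by -0.64 (standard error 0.31) and -0.12 (standard error 0.16), short of the study's threshold. The inhibitory Fc receptor FCGR2B was lower by a log2 difference of -1.34 (standard error 0.40), and TLR2, a receptor for bacterial lipoproteins, had an intensity of 133 ± 58.2 (SD, n = 3) in Sham and 62.7 ± 13.9 (SD, n = 3) in CPB with overlapping groups. COL3A1, a fibrillar collagen, was lower by -0.69 (standard error 0.27), and its intensity of 3037.4 in CPB 1 lay above the 2960.8 of Sham 2. Among 26 measured myeloid and granulocyte markers 3 met the study's threshold, all lower, while ITGAM, an integrin of the same cells, was higher by 0.30 (standard error 0.12) on its brighter probe set, and the median of the list was -0.069. Of 23 endothelial markers 1 met the threshold and 9 had a higher mean in CPB, with a median of -0.22. Of 33 fibroblast and extracellular matrix genes, each on a probe set that the array annotation names, none met it, and the median was -0.11. COL3A1 enters that list through a dimmer probe set, which differed by 0.063 (standard error 0.18), because its Table 2 probe set is not named in the annotation. No member of these 3 lists passed when adjusted over the list alone. Camera with a preset correlation gave adjusted p = 0.0186, 0.0117 and 0.0331 for the 3 lists, lower in CPB, and adjusted p = 0.664, 0.747 and 0.747 with an estimated correlation. The 13 measured markers of T and B lymphocytes had a median of 0.07 (adjusted p = 0.698 from camera). The centred mean of the endothelial markers was 0.57 in Sham 1, -0.32 in Sham 2, 0.23 in Sham 3, -0.42 in CPB 1, 0.45 in CPB 2 and -0.50 in CPB 3. That of 10 urothelium markers, listed after the arrays had been compared, was 0.76, -1.20 and 1.54 in the Sham and -1.25, 1.52 and -1.37 in the CPB arrays in the same order. With the centred mean of proximal tubule markers as a covariate the endothelial median was -0.018 and the fibroblast median -0.059, and camera called neither. The myeloid list was still called with this covariate, at a median of -0.09 (adjusted p = 0.0196 from camera, and 0.565 with an estimated correlation). Without Sham 1 the median of the endothelial markers was 0.002 and that of the fibroblast and extracellular matrix genes 0.011, and camera called neither. Camera called none of the myeloid, endothelial and fibroblast lists without CPB 3 (medians -0.067, -0.042 and -0.008), nor the myeloid list without Sham 2 (-0.15), the endothelial list without CPB 1 (-0.13) or the fibroblast list without CPB 2 (-0.053).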

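From the changes as a whole, the paper concludes that the transcriptome of the medulla is remodelled after CPB. Outside these classes, HUS1, a member of a DNA damage checkpoint clamp, was lower in CPB by a log2 difference of -0.91 (standard error 0.18, n = 3 animals per group). CKS2, a partner of cyclin-dependent kinases, was lower by -0.76 (standard error 0.18), and the heat shock protein gene HSPA2 was higher by 0.72 (standard error 0.16). For each of these genes the 3 CPB animals lay on one side of the 3 Sham animals. Of 22 measured p53 and DNA damage response genes 1, HUS1, passed when adjusted over the list alone, which is not independent evidence because the study had picked this gene on the same arrays. Of the control genes, ACTB differed by -0.041 (standard error 0.22) and GAPDH by 0.19 (standard error 0.12) on their brightest probe sets, and GAPDH lay higher on every CPB array than on every Sham array.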

**Figure 2:**
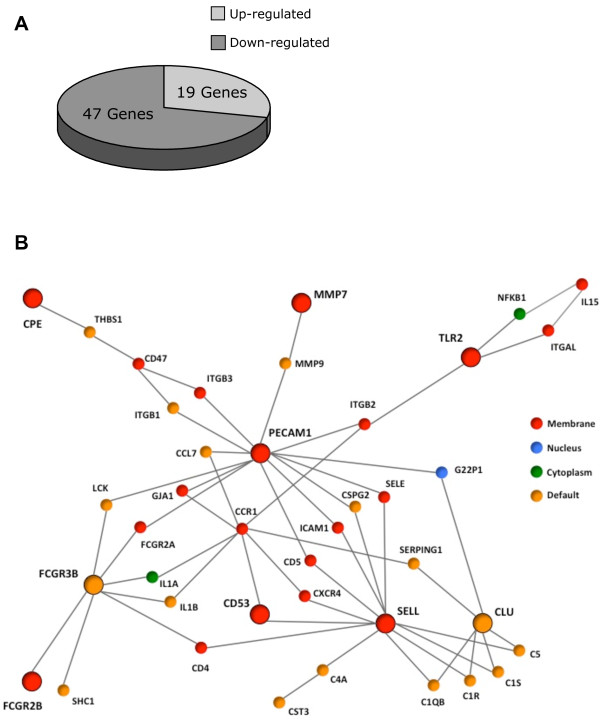
**Differentially expressed genes and gene networks analysis. (A)** Pie-chart of the regulated genes in CPB compared to Sham animals (≥1.6 fold). Three quarters of genes were down-regulated and a quarter up-regulated. **(B)** Biological Association Networks of down-regulated genes. Human literature-confirmed protein-protein interaction map of the identified genes is shown. The big disc nodes are the altered genes. The small nodes are the interacting partners that are not altered in the experiment.

**Table 2:** **Genes exhibiting 1.6-fold or greater change of expression in CPB versus Sham animals**

Probe set ID	Symbol	Gene	Fold	P value	Gene ID
Ssc.17934.1.S1_at	STARD10	StAR-related lipid transfer (START) domain containing 10	2.540 up	0.00475	100511029
Ssc.11208.1.S1_at	LOC100625243	Ig kappa chain V-II region RPMI 6410-like	2.413 up	0.0297	100625243
Ssc.7981.1.A1_at	ACOX3	Acyl-CoA oxidase 3, pristanoyl	2.263 up	0.00402	100523005
Ssc.22067.1.A1_at	SLC16A3	Solute carrier family 16, member 3 (monocarboxylic acid transporter 4)	2.223 up	0.00619	100158243
Ssc.15822.1.S1_at	F5	Coagulation factor V	2.079 up	0.00974	397217
Ssc.19237.1.S1_at			2.078 up	0.0433	
Ssc.14462.1.S1_a_at	CKMT2	Creatine kinase, mitochondrial 2 (sarcomeric)	1.988 up	0.0281	733602
Ssc.5607.1.S1_at	ALDH4A1	Aldehyde dehydrogenase 4 family, member A1	1.920 up	0.0458	100820830
Ssc.25191.1.S1_at	LOC100525039	Protein FAM195A-like	1.914 up	0.0414	100525039
Ssc.15778.1.S1_s_at	LOC100736878	Ig kappa chain V-II region RPMI 6410-like	1.827 up	0.00896	100736878
Ssc.4742.1.S1_at	TUBA4A	Tubulin, alpha 4a	1.765 up	0.0323	100151951
Ssc.24386.1.S1_a_at	LOC100620791	Thyroid receptor-interacting protein 6-like	1.737 up	0.0432	100620791
Ssc.8946.1.A1_at			1.714 up	0.0335	
Ssc.5204.1.S1_at	CDA	Cytidine deaminase	1.713 up	0.0169	100515954
Ssc.8646.1.A1_at			1.668 up	0.0079	
Ssc.7654.1.A1_at	LOC100621324	Heat shock-related 70 kDa protein 2-like	1.644 up	0.00441	100621324
Ssc.21893.1.S1_at	LOC100513653	Transmembrane protein C2orf18-like	1.643 up	0.0164	100513653
Ssc.9500.1.A1_at			1.633 up	0.0257	
Ssc.4767.1.S1_at	ACO1	Aconitase 1, soluble	1.606 up	0.00884	100628006
Ssc.14425.1.A1_at			1.606 down	0.0316	
Ssc.13320.1.A1_at	MIR186	MicroRNA mir-186	1.613 down	0.0415	100316566
Ssc.31011.1.A1_at			1.614 down	0.0417	
Ssc.11302.1.S1_at	COL3A1	Collagen, type III, alpha 1	1.617 down	0.0432	
Ssc.8321.1.A1_at			1.627 down	0.0473	
Ssc.18553.1.S1_at			1.627 down	0.0415	
Ssc.5202.1.A1_at	LOC100525593	Uncharacterized LOC100525593	1.628 down	0.0376	100525593
Ssc.11992.1.A1_at	CLU	Clusterin	1.637 down	0.0375	397025
Ssc.25145.1.S1_at			1.669 down	0.0248	
Ssc.14558.1.S1_at	PECAM1	Platelet/endothelial cell adhesion molecule	1.670 down	0.0146	396941
Ssc.6154.1.S1_a_at	LOC100622481	Uncharacterized LOC100622481	1.671 down	0.035	100622481
Ssc.1950.1.A1_at	LOC100513240	GRAM domain-containing protein 1C-like	1.672 down	0.0441	100513240
Ssc.6050.1.A1_at	PECAM1	Platelet/endothelial cell adhesion molecule	1.676 down	0.0439	396941
Ssc.21972.1.A1_at	LOC100523311	T-complex protein 11-like protein 2-like	1.676 down	0.0301	100523311
Ssc.2011.1.A1_at	LOC100152637	Protein kinase C theta	1.677 down	0.0282	100152637
Ssc.15296.2.S1_at	CD53	Leukocyte surface antigen CD53	1.688 down	0.017	100152398
Ssc.3975.2.A1_at			1.694 down	0.0107	
Ssc.12229.1.S1_at	LOC100520933	Cyclin-dependent kinases regulatory subunit 2-like	1.699 down	0.00553	100520933
Ssc.31095.1.A1_at	LOC100624138	Cholinesterase-like	1.700 down	0.0246	100624138
Ssc.30685.1.A1_at	LOC100511051	Protein FAM114A2-like	1.707 down	0.0268	100511051
Ssc.22075.2.A1_at	SELL	Selectin L	1.711 down	0.00383	100127147
Ssc.31071.1.A1_at			1.719 down	0.0136	
Ssc.15283.1.A1_at	KDELR3	KDEL (Lys-Asp-Glu-Leu) endoplasmic reticulum protein retention receptor 3	1.730 down	0.00283	100514523
Ssc.11006.2.A1_at			1.748 down	0.0275	
Ssc.19640.1.A1_at	LOC100152827	Similar to high affinity immunoglobulin E receptor alpha subunit	1.751 down	0.00646	100152827
Ssc.30893.1.A1_at	LOC100511723	PTB domain-containing engulfment adapter protein 1-like	1.807 down	0.0308	100511723
Ssc.28613.1.S1_at			1.839 down	0.0227	
Ssc.11775.1.S1_at	RPS15	Ribosomal protein S15	1.848 down	0.00553	397607
Ssc.21138.1.S1_at	HUS1	HUS1 checkpoint homolog (S. pombe)	1.881 down	0.0022	100192318
Ssc.15540.1.A1_at			1.886 down	0.0338	
Ssc.167.2.S1_a_at	FCGR3B	Fc fragment of IgG, low affinity IIIb, receptor (CD16b)	1.901 down	0.0393	397684
Ssc.4368.3.S1_at	FBXO32	F-box protein 32	1.923 down	0.00578	733657
Ssc.3070.1.S1_at			1.923 down	0.0163	
Ssc.11437.1.A1_at	LOC100525762	DNA damage-inducible transcript 4-like protein-like	1.946 down	0.0388	100525762
Ssc.7122.1.A1_at			1.959 down	0.029	
Ssc.17337.1.S1_at	TLR2	Toll-like receptor 2	2.002 down	0.0452	396623
Ssc.7628.1.A1_at	CSDE1	cold shock domain containing E1, RNA-binding	2.015 down	0.0383	100153226
Ssc.12776.1.A1_at	SELL	Selectin L	2.030 down	0.00984	100127147
Ssc.9217.1.S1_at			2.058 down	0.0425	
Ssc.29716.1.A1_at			2.095 down	0.0449	
Ssc.548.1.S1_a_at	MMP7	Matrix metallopeptidase 7 (matrilysin, uterine)	2.239 down	0.0106	397411
Ssc.24173.1.S1_at	LOC100739731	protein shisa-2 homolog	2.401 down	0.0484	100739731
Ssc.4953.1.A1_at			2.420 down	0.00875	
Ssc.8868.1.S1_at	FCGR2B	Fc fragment of IgG, low affinity IIb, receptor (CD32)	2.527 down	0.0178	613131
Ssc.5464.1.A1_at	CPE	Carboxypeptidase E	2.657 down	0.0126	100037304
Ssc.31013.1.A1_s_at			2.666 down	0.00663	
Ssc.9778.1.S1_at	LOC100049692	Proteoglycan 1 precursor-like	3.328 down	0.0377	100049692
Ssc.10606.1.S1_at			4.615 down	0.00588	
Ssc.16377.1.A1_at	GSTA2	Glutathione S-transferase alpha 2	8.984 down	0.00835	396850

**Table 3:** **Functional pathways represented by the genes altered in CPB versus Sham animals**

Function	Molecules
Immune response	CLU, CD53, FCGR3B, TLR2, FCGR2B, PECAM1
Cell adhesion/extracellular matrix	FACTOR V, TUBA4A, COL3A1, CLU, PECAM1, SELL, MMP7
Metabolic process	STARD10, ACOX3, SLC16A3, CKMT2, ALDH4A1, CDA, ACO1, CHOLINESTERASE-LIKE, CPE, GSTA2, KDELR3

### Gene networks analysis

The HiMAP (Human Interactome Map) browser was used to explore the human literature-confirmed protein-protein interaction maps and the networks of interactions where the regulated genes are potentially involved. The analysis looked for the direct pathways connecting genes. The Biological Association Network of the downregulated genes included three major nodes; PECAM1 platelet/endothelial cell adhesion molecule 1 (PECAM1, also called CD31), selectin L (SELL, also called CD62L) and Fc fragment of low affinity IIIb, receptor (FCGR3B). Each of these genes interacts with other proteins (13, 12 and 7 interactions respectively; Figure 2B).

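FCGR3B and PECAM1 met the study's threshold on 1 and 2 probe sets of Table 2, all lower in CPB. Their mean intensity places the FCGR3B probe set above 84.8% of all probe sets and the PECAM1 probe sets above 82.9% and 93.7%. In the array annotation the FCGR3B probe set carries the symbol FCGR3A.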

### Validation of microarray with real-time PCR

Microarray results were confirmed by using real-time quantitative PCR on 7 selected genes that demonstrated the highest differential gene expression. 

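Among the 49 lower probe sets of Table 2, ordered by the size of the difference, GSTA2 was number 1, CPE number 5 and MMP7 number 9. Among the 19 higher probe sets, SLC16A3 was number 4, F5 number 5 and CKMT2 number 7. For each of these genes except CKMT2 the 3 CPB arrays did not overlap the 3 Sham arrays.

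**Figure D2:**
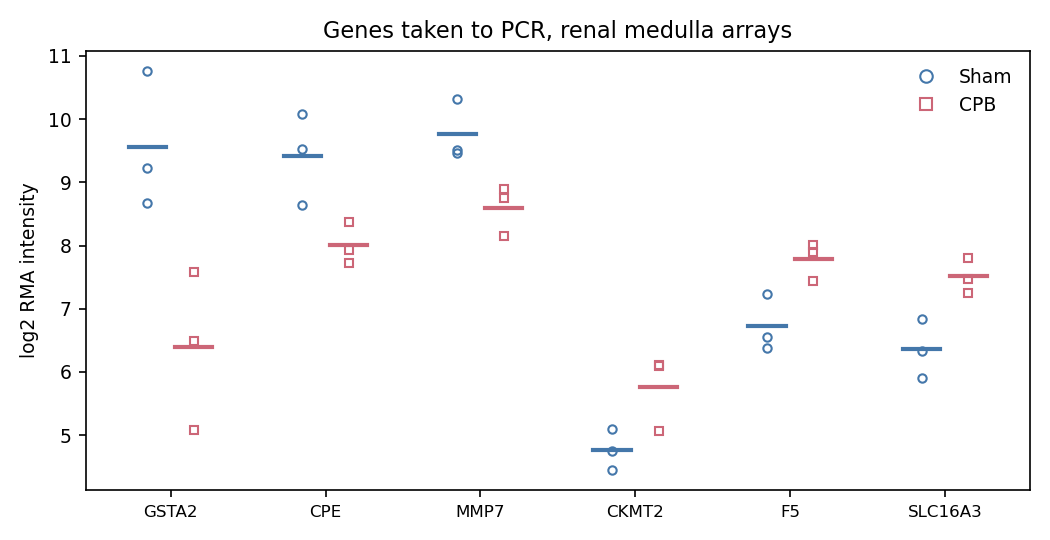
Log2 RMA intensity of GSTA2, CPE, MMP7, CKMT2, F5 and SLC16A3, which were taken to PCR. Each point is 1 animal (3 Sham, circles; 3 CPB, squares) and each line the mean of a group. The groups of CKMT2 overlap, with 34.2 in Sham 2 and 33.5 in CPB 2 on the linear scale.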

The changes in expression levels of GST, MMP7, SELL, CKMT2 and SLC16A3 showed a very high degree of correlation with the microarray data (Figure 3). The other two examined genes showed a tendency to change similar to that of microarray experiment although these did not reach statistical significance (Figure 3).

**Figure 3:**
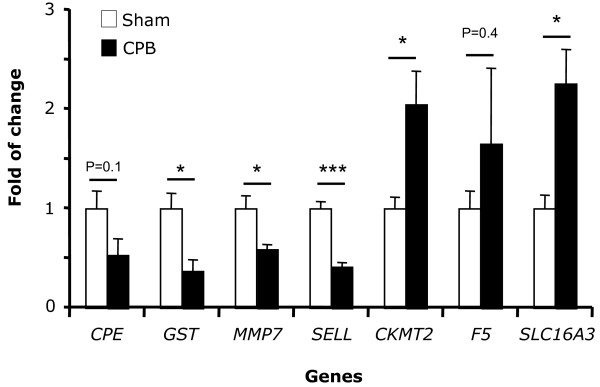
**Confirmation of the microarray results of changed genes in CPB versus Sham animals.** Changes in mRNA expression of *CPE*, *GST*, *MMP7*, *SELL*, *CKMT2*, *F5* and *SLC16A3* were verified in 10 pigs (5 CPB and 5 Sham; n = 5) by quantitative real-time-PCR. Results are shown as mean (±standard error of the mean, SEM) fold-change. *P < 0.05, ***P < 0.001.

### Validation of microarray with western blotting

Despite being greatly informative, changes in mRNA levels are insufficient to predict protein expression levels. We therefore went onto assessing the protein levels of some of the identified genes. We semi-quantitatively assessed protein levels in kidney medulla of CPB and Sham animals using Western blotting. CKMT2 and CPE showed significant increase and decrease in CPB compared to Sham samples respectively (Figure 4A, D). These protein expression changes were similar to those observed at the mRNA level. Factor 5, SLC16A3 and SELL showed no significant alteration in protein level following CPB (Figure 4B, C, E). However, we noted a tendency to increase by CPB for Factor 5.

**Figure 4:**
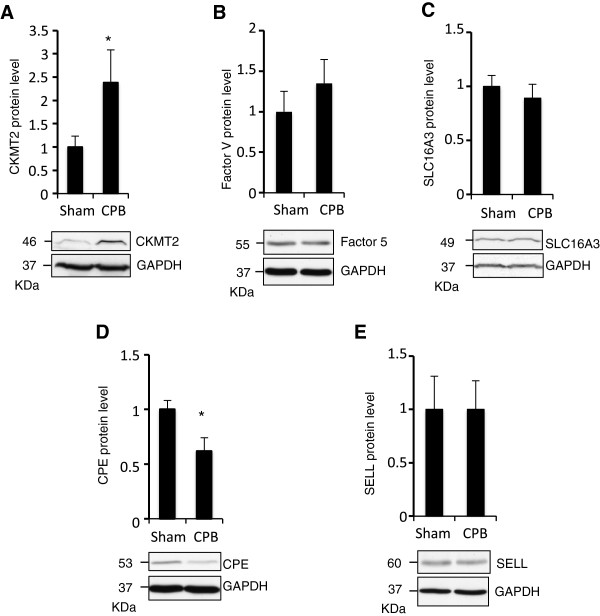
**Western blotting of identified gene products in kidney medulla of CPB and Sham animals.** Tissues from 10 pigs (5 CPB and 5 Sham; n = 5) were lysed to isolate protein content and Western blotting analysis performed probing for CKMT2 **(A)**, Factor 5 **(B)**, SLC16A3 **(C)**, CPE **(D)**, SELL **(E)**, and GAPDH. CKMT2 was significantly up-regulated in CPB compared to Sham samples. CPE was significantly down-regulated in CPB compared to Sham samples. CKMT2, Factor 5, SLC16A3, CPE and SELL bands were normalised to GAPDH levels. Data are mean ± SEM, * = p < 0.05.

## Discussion

This microarray-based gene expression profiling study confirms the existence of transcriptomic changes of the renal medulla in response to post-CPB AKI. The upregulated genes belonged to the metabolic process cluster. The downregulated genes belonged to cell adhesion/extracellular matrix and immune response clusters. Gene members of these clusters belonged to both injury and survival programmes. These changes indicate a mixed transcriptomic response of kidney’s medulla following CPB. It has been previously suggested that in response to early ischemia/reperfusion injury, a concomitant injuring and regenerating programmes of tubule cells are triggered [17]. This response of renal medullary tubular cells to ischemia implicates cell death, dedifferentiation of viable cells, proliferation, differentiation, and restitution of a normal epithelium [18, 19].

### Strengths and limitations of the study

The porcine model has several advantages over rodent models of acute kidney injury; there is significant homology between human and porcine renal anatomy, haemodynamics and function [20] and it is possible to examine the in vivo response to an injury that has direct clinical relevance such as CPB as well as any potential therapy. Previous studies have shown gene expression alterations in the kidney after ischemic AKI in murine and rat models [21–23]. However, findings in rodent models of AKI have failed to translate into clinical benefits principally due the poor homology between rodent and human renal anatomy and function, greater tolerance to ischaemia in humans and the difference in the nature of the experimental renal insult versus clinical scenarios associated with kidney injury [20]. Indeed, there are still questions regarding rodent models adequacy as a paradigm for human acute kidney injury [8]. This is the first study to examine gene expression change in the kidney of a large animal model that exhibits AKI in response to a common clinical injury; CPB. Indeed the porcine model used displays significant homology to cardiac surgery patients [13, 15]. This preliminary study is an important step towards improving our understanding of the molecular changes associated with post-CPB AKI, and helps developing reno-protective strategies in cardiac surgery.

Additionally, we elected to focus our analysis to the renal medulla because: 1. Pathological changes (ATN) in this anatomical region of the kidney have been part of the established paradigm of clinical AKI for many years [24]. 2. We failed to detect any ATN in this region of the kidney, as might have been expected on the basis of findings in rodent models, and in fact demonstrated that cellular ATP was preserved in the renal medulla despite the presence of refractory vasoconstriction, severe medullar hypoxia and diminished GRF [14]. 3. This region has fewer distinct anatomical compartments as compared to say the inner cortex where glomeruli and multiple proximal and distal tubular cell types are in close proximity, aiding interpretation.

A limitation of our study is that this model only reflects less severe AKI; the changes n renal clearance that we have described equate to the ‘Risk’ stage of the RIFLE classification, now considered as Stage 1 AKI in the recent Kidney Diseases Improving Global Outcomes consensus definition [25]. Animal recovery with re-evaluation at 24 hours is a key component, and strength of the current model as our previous studies have shown that changes in filtration immediately post CPB are not indicative of later pathophysiology [26, 27]. However reproducible recovery mandates that the nature of the injury sustained by study subjects is less severe. This limitation notwithstanding Stage 1 AKI has important prognostic implications in cardiac surgery. Moreover our model is unique in that it develops clinically defined AKI, as reflected by reductions in renal clearance, proteinuria and the release or the AKI biomarker IL-18 [28]. A second limitation is that alterations in gene expression identified by genechip analysis are not necessarily predictive of downstream functional and/or pathophysiologic networks. Thus, although we have confirmed an upregulation of select metabolic process genes and a down-regulation of extracellular matrix genes at the mRNA level and even at the protein level, multiple additional posttranscriptional and posttranslational events may be required to fully implicate these factors in the acute kidney injury following CPB.

### Translational relevance

Our data showed changes in gene expression of enzymes involved in metabolism. This finding is somewhat similar to previous studies [17, 29]. However, in our study, most metabolism cluster genes were upregulated, whereas metabolism genes were mostly downregulated by ischemia-reperfusion in the other studies [17, 29]. This could be explained by the difference in the model employed. Indeed, in our model, CPB was used to trigger kidney injury while direct renal ischemia-reperfusion was used in the other studies to initiate kidney injury [17, 29]. Additionally the mouse model expression studies used the whole kidney as opposed to our use of renal medulla in this study. Whereas rodent models typically demonstrate hypoxia, medullary ATP depletion, and ATN following warm ischaemia and reperfusion, this was not observed in our model. Indeed, in previous studies we have demonstrated increased medullary ATP levels, concomitant with hypoxia in the outer medulla and cortical vasoconstriction [14, 30]. This is perhaps attributable to the reduced solute delivery to the distal nephron attendant to acute reductions in GFR. An alternative explanation for these differences is that post CPB AKI is not characterised by ATN. This may also explain the failure of therapies developed in rodents to improve prognosis in cardiac surgery patients with AKI and highlights the value of large animal models as tools for translation.

In the validation experiments, gene expression alteration of selected genes by real-time PCR showed a very high degree of correlation with the microarray data suggesting that the changes of expression observed by genechip are most likely real. However the degree of correlation between the changes at the mRNA and protein levels was lower. This may be due to the common delay between transcription and protein synthesis.

The metabolism process enzyme with the largest observed upregulation was Acyl-CoA oxidase (ACOX3). 

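ACOX3 had an intensity of 83.8 ± 22.9 (SD, n = 3) in Sham and 186 ± 32.5 (SD, n = 3) in CPB medulla. This is a log2 difference of 1.18 (standard error 0.25), and every CPB animal lay above every Sham animal. Its 2.26-fold difference was the third largest of the 19 higher probe sets of Table 2 and the largest of an enzyme. A second ACOX3 probe set, which Table 2 does not list, differed by 0.23 (standard error 0.19). ECI2, another enzyme of fatty acid oxidation, was higher by 1.17 (standard error 0.49) with overlapping groups and did not meet the study's threshold.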

ACOX3 is a key peroxisomal enzyme catalyzing the production of hydrogen peroxide during peroxisomal beta-oxidation of fatty acids. Fatty acid beta-oxidation and lipid peroxides are increased in chronic renal inflammation in rodents where farnesyl transferase inhibition modulates peroxisome enzyme activities thereby alleviating oxidative stress [31]. ACOX3 may therefore be important in redox signaling in the renal medulla after CPB, implying that oxidative stress may have a complex role in both injury and survival signaling in response to injury.

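ACO1 met the study's threshold on 1 of 3 probe sets, the one in Table 2, with an intensity of 389 ± 56.1 (SD, n = 3) in Sham and 626 ± 98.6 (SD, n = 3) in CPB. The log2 difference was 0.68 (standard error 0.18), the smallest among the 19 higher probe sets of Table 2, and every CPB animal lay above every Sham animal. The brightest ACO1 probe set differed by -0.15 (95% confidence interval -0.79 to 0.50), and a dimmer one by 0.49 (95% confidence interval -0.41 to 1.39).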

Another upregulated metabolism enzyme is Aconitase 1 (ACO1 or IRP1). ACO1 is a bifunctional protein that can exist as a functional cytosolic aconitase when it binds an iron-sulfur cluster, interconverting citrate to isocitrate, or as an apoprotein that can bind iron Responsive Elements to regulate the expression of mRNAs encoding proteins involved in iron homeostasis [32]. Changes in iron metabolism are central to cellular injury and survival in AKI [33]. 

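SLC16A3 had an intensity of 84.85 ± 27.2 (SD, n = 3) in Sham and 184.5 ± 35.6 (SD, n = 3) in CPB. All 3 CPB animals, at 152.7 to 222.9, lay above the highest Sham animal, at 113.8, and the log2 difference was 1.15 (standard error 0.27). BSG, the chaperone that carries this transporter to the membrane, was higher by 0.55 (standard error 0.21) with no overlap between the groups, short of the study's threshold. SLC16A13 differed by 0.28 (standard error 0.31). Of these 3 genes, the measured members of a fixed list of monocarboxylate transporter genes, SLC16A3 passed when adjusted over the list alone, which is not independent evidence because the study had picked it on the same arrays.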

A member of the monocarboxylate transporter family, solute carrier family-16 member 3 (SLC16A3), was also upregulated in the kidney medulla following CPB. SLC16 family members are involved in a wide range of pathways including energy metabolism, and are involved in the transport of lactic acid, pyruvate and ketones across the plasma membrane. Another member of the monocarboxylate transporter family, SLC16A7, was shown to be down regulated following renal ischemia-reperfusion in mouse [29], however as stated above this may be attributed to differences in the degree of injury and timing of the genomic analysis post injury.

Factor V (F5), a gene encoding an essential cofactor of the blood coagulation cascade, showed an upregulation following CPB. 

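F5 had an intensity of 109.6 ± 36.2 (SD, n = 3) in Sham and 224 ± 45.2 (SD, n = 3) in CPB, and every CPB animal lay above every Sham animal. The log2 difference was 1.06 (standard error 0.27). Of 18 measured coagulation and fibrinolysis genes F5 alone met the study's threshold. TFPI2, an inhibitor of this cascade, was lower by -0.94 (standard error 0.39) and SERPIND1, heparin cofactor II, was higher by 0.75 (standard error 0.34), both with overlapping groups. The list had a median of -0.027 and a mean of 0.038 (adjusted p = 0.698 from camera).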

A recent study investigated the role of Factor V in diabetic nephropathy and demonstrated protective effect of factor V in diabetic nephropathy [34]. The increase of Factor V in our study could be part of a regenerating programme initiated in response to CPB.

CKMT2, a member of the creatine kinase isoenzyme family, showed a significant upregulation by CPB at the mRNA and protein levels. 

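CKMT2 RNA had a low intensity of 27.7 ± 6.22 (SD, n = 3) in Sham and 57.02 ± 20.4 (SD, n = 3) in CPB, above 25.3% of all probe sets. The log2 difference was 0.99 (standard error 0.33), with CPB 2 at 33.5 inside the Sham range of 21.8 to 34.2. Of 7 measured creatine and phosphagen genes 6 had a higher mean in CPB, among them the creatine transporter SLC6A8, higher by 0.69 (standard error 0.41), and GAMT, which makes creatine, higher by 0.52 (standard error 0.35). CKMT2 alone met the study's threshold, and the study had picked it on the same arrays. The list's adjusted p was 0.0402 from camera and 0.664 with an estimated correlation, and camera did not call it without Sham 2 (median 0.62), Sham 3 (0.11), CPB 1 (0.53) or CPB 3 (0.18), or with the covariate for proximal tubule markers (0.33).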

Mitochondrial creatine kinase (MtCK) is responsible for the transfer of high-energy phosphate from mitochondria to the cytosolic carrier, creatine. It has been shown that creatine kinase-deficient hearts exhibit increased susceptibility to ischemia-reperfusion injury and impaired calcium homeostasis [35], thus demonstrating a key role of an intact creatine kinase system for maintenance of Ca2+ homeostasis and withstanding ischemia-reperfusion injury. In our study, the increase of CKMT2 by CPB suggests a regenerating role for this factor.

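ALDH4A1, a mitochondrial enzyme of proline breakdown, had an intensity of 622 ± 203 (SD, n = 3) in Sham and 1200 ± 409 (SD, n = 3) in CPB. The log2 difference was 0.94 (standard error 0.36), and the groups overlapped, with CPB 2 at 755.8 below Sham 2 at 801.1. A second ALDH4A1 probe set was higher by 0.69 (standard error 0.46) and did not meet the study's threshold.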

The microarray data showed that Aldehyde dehydrogenase 4 (ALDH4A1) was increased 24 hours post CPB. It has been demonstrated that over-expression of ALDH4 in H1299 cells, resulted in significantly lower intracellular reactive oxygen species (ROS) levels than control cells after treatment with hydrogen peroxide or UV [36]. Additionally ALDH4 is a p53-induced gene with a protective role in cellular stress [36]. Therefore ALDH4A1 could play a regenerating role in our model.

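GSTA2, named through Table 2, had an intensity of 916 ± 719 (SD, n = 3) in Sham and 105.5 ± 80.3 (SD, n = 3) in CPB. The Sham animals were at 599.8, 409.5 and 1739.4 and the CPB animals at 90.1, 34 and 192.4. The log2 difference of -3.17 (standard error 0.78, 95% confidence interval -5.08 to -1.25), an 8.98-fold difference, was the largest of the 49 lower probe sets of Table 2. It was -2.56 without Sham replicate 3, -2.52 without CPB replicate 2 and -3.77 without CPB replicate 3. GSTA1, a close relative by the array annotation, was lower by -1.06 (standard error 0.50) on its brightest probe set. That probe set shares its name with the GSTA2 probe set apart from the suffix, so it may be a second reading of the same target. Its difference was smaller and its groups overlapped, with CPB 2 at 506.1 above Sham 1 at 476.7. The other GSTA1 probe sets differed by -0.44 (standard error 1.45) and 0.15 (standard error 0.48), also with overlapping groups. Probe sets of such related genes can share signal. Of 35 measured glutathione and antioxidant genes 28 had a higher mean in CPB, among them SOD3, the extracellular superoxide dismutase, higher by 0.49 (standard error 0.16), and none met the study's threshold. The list was not called by camera (adjusted p = 0.134). Its centred mean was -0.48, 0.34 and -0.11 in the Sham and 0.21, -0.39 and 0.42 in the CPB arrays, highest on the 3 arrays with the highest proximal tubule markers, and with the covariate for these markers its median was -0.016. GSTA2 itself is not counted in that list, because the array annotation does not name its probe set.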

Glutathione S-transferase alpha 2 (GST) gene expression showed the greatest relative reduction. Cytosolic and membrane-bound forms of GST function in the detoxification of carcinogens, therapeutic drugs, toxins and products of oxidative stress, by conjugation with glutathione. The alpha class of these enzymes also exhibit glutathione peroxidase activity thereby protecting the cells from reactive oxygen species and the products of peroxidation [37]. Reduced expression of GST in response to CPB may therefore indicate increased susceptibility to cellular injury. In an apparent paradox urine levels of GST have been identified as potential biomarkers of acute kidney injury. It is suggested that this reflects membrane permeability of damaged tubular cells, with some studies suggesting greater diagnostic accuracy for more severe AKI. In contrast the severity of AKI is mild to moderate in the current model and epithelial necrosis is not evident. We noted a decrease in Glutatione S-transferase (GSTA2) in response to CPB. However, Yoshida et al. reported an increase in GST following renal ischemia- reperfusion [29]. It is important to note that Yoshida et al. analyzed the whole kidney and not only the medulla as in our study.

The low affinity receptor for the Fc region of gamma immunoglobulins (IgG), FCGR3B, had a decreased expression following CPB-AKI. 

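The FCGR3B probe set had an intensity of 544 ± 221 (SD, n = 3) in Sham and 267 ± 13.7 (SD, n = 3) in CPB. The log2 difference was -0.93 (standard error 0.34). The lowest Sham animal, Sham 2 at 291.1, lay just above the highest CPB animal at 275.4, while Sham 1 and Sham 3 were at 639.8 and 699.7. A second, dim probe set that the array annotation names FCGR3A differed by -0.14 (standard error 0.13).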

A recent study showed that impaired immune complex clearance arising from FCGR3B deficiency contributes to the pathology of systemic sclerosis, and FCGR3B copy number variation is a common risk factor for systemic autoimmunity [38]. Our data indicates that a reduction of FCGR3B expression may be involved in AKI injury following CPB.

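PECAM1 was lower in CPB on both of its probe sets. The dimmer had an intensity of 436 ± 94.1 (SD, n = 3) in Sham and 259 ± 44.1 (SD, n = 3) in CPB, with every CPB animal below every Sham animal and a log2 difference of -0.74 (standard error 0.21). The brighter was lower by -0.75 (standard error 0.29), with CPB 2 at 752.4 above Sham 2 at 707.6. Among other endothelial genes, the transcription factor ERG was lower by -0.90 (standard error 0.57) and the tight junction gene CLDN5 by -0.75 (standard error 0.52), both with overlapping groups and short of the study's threshold.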

Platelet/endothelial cell adhesion molecule 1 (PECAM1) was downregulated by CPB in this study. The encoded protein is a member of the immunoglobulin superfamily. In previous studies [14, 26] we have shown that loss of endothelial PECAM-1 expression, in association with reduced expression of other important endothelial cell-cell adhesion molecules is associated with endothelial and glycocalyceal injury. These changes are associated with endothelial permeability and dysfunction [14, 26].

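On the arrays, CPE RNA had an intensity of 740.4 ± 342 (SD, n = 3) in Sham and 262 ± 62.1 (SD, n = 3) in CPB medulla. The log2 difference was -1.41 (standard error 0.39), which is 2.66-fold, and every CPB animal, at 210.9 to 331.2, lay below the lowest Sham animal, at 400.9. The probe set is named through Table 2.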

Carboxypeptidase E (CPE) expression was decreased at the mRNA and protein level by CPB. Interestingly, CPE degradation contributes to palmitate-induced beta-cell ER stress and apoptosis [39]. Reduced CPE expression may therefore increase cellular susceptibility to injury.

PECAM1 interacts indirectly with CPE through THBS1-CD47 ligand receptor axis. The THBS1-CD47 axis controls a number of important cellular processes including production of reactive oxygen species. It has recently been suggested that CD47 promotes apoptotic cell death in renal IRI [40]. Additionally, CD47-dependent pathway is involved in platelet adhesion on inflamed vascular endothelium under flow [41]. Our data did not show expression changes of THBS1 and CD47 levels. However we noted a decrease of two factors, CPE and PECAM1 that interact with THBS1-CD47 axis.

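None of 5 THBS1 probe sets and none of 3 CD47 probe sets met the study's threshold. The brightest THBS1 probe set had an intensity of 1744 ± 287 (SD, n = 3) in Sham and 1424 ± 310 (SD, n = 3) in CPB, a log2 difference of -0.30 with a 95% confidence interval of -0.79 to 0.19. For CD47 the brightest probe set was lower by -0.38, with a 95% confidence interval of -0.74 to -0.02 before adjustment and every CPB animal below every Sham animal. The other CD47 probe sets differed by -0.20 (95% confidence interval -0.65 to 0.25) and -0.21 (95% confidence interval -1.02 to 0.59). The study's threshold is 0.68 on the log2 scale, which the interval from -0.65 to 0.25 excludes and the others given here do not.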

The matrix metalloproteinase 7 (MMP-7) decreased by post-CPB AKI. 

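MMP7 had an intensity of 901.3 ± 319 (SD, n = 3) in Sham and 397 ± 101 (SD, n = 3) in CPB. Every CPB animal, at 283.1 to 477.3, lay below the lowest Sham animal, at 707.6, and the log2 difference was -1.16 (standard error 0.31). Other genes of the extracellular matrix differed in size and direction. SPARC was lower by -0.32 (standard error 0.23) and COL8A1 higher by 0.20 (standard error 0.11). TNC was lower by -1.56 (standard error 0.92) with overlapping groups.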

MMP-7 is a protease that targets extracellular proteins [42] and is involved in tissue remodeling [43–46]. The reduction of MMP-7 expression could indicate a decrease in the remodeling capacity of the kidney following post CPB AKI.

Selectin L (SELL), a cell surface adhesion molecule, showed an expression decrease following CPB. Interestingly, it’s been demonstrated that transient expression of SELL in cardiac mesoangioblasts induced 2-fold increase in their transmigration and homing to the damaged heart [47] suggesting SELL implication in tissue repair. In our model, the expression decrease of SELL could indicate the kidney’s susceptibility to the injurious programme triggered by CPB.

## Conclusion

In conclusion, this study has characterised the transcriptomics changes in a model of post-CPB acute kidney injury with potential relevance to clinical settings. It has identified previously unreported complexity in the transcriptomic changes implicated in post-CPB kidney dysfunction. These differ significantly from rodent studies that typically evaluate genomic changes in entire kidneys, and in response to stimuli not commonly observed in clinical practice. Our observations highlight the value of large animal models in AKI research and provide insights into the failure of findings in rodent models to translate into clinical progress. Ultimately, our findings may contribute to the successful development of novel reno-protective strategies in cardiac surgery.

## Methods

Twelve adult, female, farm-bred, Large White-Landrace crossbred pigs weighing 50–70 kg were used in this pilot study. Animals received care in accordance with and under licence of the UK Home Office (Scientific Procedures) Act 1986. The investigation conforms to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85–23, revised 1996). The study had received local (University of Bristol) institutional review board approval, and was conducted under UK Home Office License PPL 30/2522. The two groups received identical diet and unlimited access to water. Food, but not water, was restricted on the day of surgery.

### Intervention

We randomised animals (n = 6 per group) to: *Group 1.***Sham**, 2.5 hours under general anaesthesia with neck dissection, *Group 2.***CPB**, 2.5 hours of CPB via neck dissection, under general anaesthesia. A CPB time of 2.5 hours corresponds to prolonged CPB, a recognised risk factor for post cardiac surgery AKI that has been shown to result in significant kidney injury in our previous work [14, 30]. Sham animals underwent identical anaesthetic induction and maintenance and surgical dissection, and systemic heparinisation to those undergoing CPB. Anaesthesia and CPB were performed by a modification of our protocol described previously [14, 30]. Post procedure animals were recovered, re-anaesthetised and re-evaluated after 24 hours. Nephrectomy was performed prior to euthanasia.

### Acute kidney injury

#### Biochemical markers

^51^Cr-EDTA clearance was measured for 90 min pre-CPB and then at 90 min and 24 hours post CPB using single bolus ^51^Cr-EDTA injections with clearance determination obtained using the slope–intercept method as previously described [13]. Briefly, 4 ml of blood was extracted as a baseline measurement. Then 3.7 MBq of 51Cr-EDTA (Amersham, UK) was injected into a central vein. After injection, serial blood samples for analyses (4 ml) were then obtained over 90 min to calculate the plasma clearance curve. The blood was centrifuged (3000 × g for 10 min) and 3 ml of plasma extracted for scintillation counting of 51Cr-EDTA (gamma counter 15 min per sample). The radioactivity of the 51Cr-EDTA was measured together with a standard sample prepared in combination with that given to the pig. Clearance (Cl) of the marker was expressed as Cl = Q/AUC (ml min − 1), where Q = injected activity, AUC (total area under plasma clearance curve) = A/k1 + B/k2, where A and B are the zero time intercepts of the two exponentials and k1 and k2 the respective rate constants.

Creatinine clearance (CrCl), free water clearance and fractional sodium excretion were calculated from serum samples and urine samples taken over three time periods; 90 minutes pre-CPB; 90 minutes post weaning from CPB, and 90 minutes at 24 hours post CPB, using accepted formulae [48] as previously described [15].

Levels of IL-18, a specific marker of acute kidney injury detected in the urine >12 hours following renal injury [49], were measured in urine samples using ELISA (Bender MedSystems, Vienna, Austria). The urinary protein-to-creatinine ratio was determined by immunoturbidimetry on the Cobas Mira (Koni Inst, Sweden). Differences between groups were calculated using unpaired t-Tests using SPSS 14.0 (SPSS Inc, Chicago, Ill, USA). P values <0.05 were considered to be statistically significant.

#### Histological markers

Formalin fixed, paraffin embedded, 5 μm transverse renal sections stained with haematoxylin and eosin were scored for renal tubular injury and inflammation by an experienced renal pathologist blinded to the experimental conditions, as described previously [50, 51].

### Analysis of differentially expressed genes

To assess the effect of CPB on gene expression changes in the renal medulla, we compared pigs undergoing CPB versus a Sham group of pigs (n = 3 for each group). The porcine kidney was harvested via laparotomy, and immediately post ligation of the renal artery the organ was cut transversely into 8 roughly equal sections. Each section was then further sectioned into blocks of cortical, and outer medullary tissue each approximately 0.5 cm in diameter. The anatomical demarcations of these areas are very clear in fresh tissue, and the anatomical localisation of the biopsies has been confirmed in our previous studies. Each section was then placed in a cryotube, snap frozen in liquid nitrogen and stored at −80°C until analysis.

#### RNA extraction

Tissue was mechanically homogenized in lysis reagent (Qiagen, Crawley, UK) and Total RNA was purified with RNeasy Kit (Qiagen) and eluted into 30 μl of RNase-free water. The concentration and purity of the total RNA samples were assessed by spectrophotometry (Nanodrop, Wilmington, DE) and further analyzed for integrity with a Bioanalyzer 2100 with RNA 6000 Nano Assay (Agilent Technologies, Stockport, U.K.).

#### Gene microarrays

Kidney medulla total RNAs (1 μg) from individual animals were used to generate biotinylated cRNAs. The quantity and size distribution of purified cRNA was assessed on a Bioanalyzer 2100 using RNA 6000 Nano Assay (Agilent Technologies) to ensure that the cRNA amplification was successful. Target fragmentation was achieved by incubation at 94°C for 35 min in fragmentation buffer (40 mM Tris-acetate, pH 8.1/100 mM KOAc/30 mM MgOAc). The size distribution of the fragmented labelled transcripts was assessed on the Agilent Technologies Bioanalyzer 2100 using the RNA 6000 Nano Assay. These cRNAs samples were used for hybridisation to separate Affymetrix GeneChip arrays. For each experimental group, 3 samples from individual animals were processed. Hybridisation of the labelled cRNA to the Affymetrix GeneChip Porcine Genome Array was carried out for 16 h in the Affymetrix GeneChip Hybridization Oven 640. Then GeneChip arrays were stained and washed on the GeneChip Fluidics Station 450 (Affymetrix). The fluorescent signals were detected with an Affymetrix GeneChip Scanner 3000 and stored as high-resolution fluorescence intensity data file. These data were initially analysed with Affymetrix GeneChip operating software GCOS 1.2, which generates an expression report file that lists the quality control parameters. All of these parameters were scrutinized to ensure that array data had reached the necessary quality standards (scaling factor of <3-fold; average background values at 20–100 and the ratio of 3′:5′ signal no more than 3 for housekeeping genes GAPDH and β-actin). The complete MIAME-compliant datasets have been submitted and accepted by Gene Expression Omnibus at the National Center for Biotechnology Information; accession number GSE44782.

#### Microarray data analysis

Separate microarrays were probed with independently generated target from each tissue. Raw data (CEL files) were uploaded into ArrayStar software version 2.1 (DNASTAR) for normalization and statistical analysis. The robust multichip analysis (RMA) algorithm was used for background correction; quantile normalization and median polish summarization. The statistical analysis was carried out using ArrayStar software. A Student’s t-Test was used. *P* value was set to <0.05 and transcripts were filtered on the basis of ≥1.6-fold difference.

#### Gene annotations

All gene annotations were checked by using online tools and databases: Entrez Gene (http://www.ncbi.nlm.nih.gov). The DAVID (Database for Annotation, Visualization, and Integrated Discovery) resource [52–54] was used for functional annotation clustering. The HiMAP (Human Interactome Map) browser was used to explore the human literature-confirmed protein-protein interaction maps and the networks of interactions where the regulated genes are potentially involved.

#### cDNA synthesis and real-time PCR

Complementary DNA was reverse transcribed from 1 μg of total RNA using Superscript III cDNA first-strand synthesis kit (Invitrogen, UK), diluted 2-fold and 1 μl used in real-time PCR reactions. Primers for pig CPE, GST, MMP7, SELL, CKMT2, F5, and SLC16A3 were designed (Table 4) using the NCBI Primer-BLAST (Primer 3 and BLAST) resource and ordered from Sigma (UK). Amplification and detection of specific products were carried out with Roche Lightcycler 1.5 detection System. Each sample was performed in duplicate. 18S mRNA was used as endogenous control transcript in each sample. Relative expression ratios were calculated by the relative quantification real-time-PCR method [55]. Statistical analysis (unpaired t-test) was carried out using Instat 3 software (GraphPad Software, Inc, La Jolla, CA) and a *P* value was calculated for comparison. A *P* value of <0.05 was considered statistically significant.

**Table 4:** **Primers used in this study for real-time PCR**

Name	Sequence (5′- > 3′)
CPE-Forward	GCGCCGCGGTCAGCAGGATA
CPE-Reverse	AGGCTCACCCGGCTCGTGGA
GST-Forward	GGCAGCCAGAGGAAGCCTCCCA
GST-Reverse	AGAGGGTCCTGGGTGGCCCTG
MMP7-Forward	AGCAGCTATGCAGCTGGCCGT
MMP7-Reverse	GCCCTGAGCCTGTTCCCACTGC
SELL-Forward	GGGCGATGGGGAGCCCAACA
SELL-Reverse	GGCCACTGCATGACCTGGGCT
CKMT2-Forward	CACGCCGGCCATCTACGCCA
CKMT2-Reverse	GGGTGGCCGGGGTTGTCCAC
F5-Forward	TGGGGTGGTGACGGCAGGGA
F5-Reverse	GCCCAGCTGGTGCCCAGGAC
SLC16A3-Forward	AGGACGGGGAGCTCGTGGCA
SLC16A3-Reverse	CCACCGCGGGGCTTGAGGAC

#### Western blotting

Protein levels in renal tissue were quantified by Western blotting as previously described [56]. Briefly, total protein extracts were prepared from kidney medulla samples, separated on SDS polyacrylamide gel (30 μg of protein extracts) and transferred to HybondTM nitrocellulose membrane (Amersham). Blocked membranes were incubated in primary polyclonal antibodies (rabbit anti-CPE, rabbit anti- SELL, rabbit anti-CKMT2, rabbit anti-SLC16A3, Abcam) and monoclonal mouse anti-Factor 5 (Abcam), washed and incubated in HRP-coupled anti-rabbit or anti-mouse secondary antibodies (Amersham). Membranes were exposed to HyperfilmTM (Amersham) and protein bands were quantified using NIH Image J software. Statistical analysis (unpaired t-test) was carried out using Instat 3 software (GraphPad Software, Inc, La Jolla, CA) and a *P* value was calculated for comparison. A *P* value of <0.05 was considered statistically significant.

## Electronic supplementary material

Additional file 1: Figure S1: Graphs showing effect of 2.5 hours of cardiopulmonary bypass or sham intervention on A. Cr51 EDTA Clearance and B. Calculated Creatinine Clearance, pre intervention (Pre), and at 1.5 hours and 24 hours post intervention. Values represent mean (S.E.M). *p < 0.01. For graphs pooled estimates for pairwise comparisons derived from Analysis of Variance for Repeated Measures with adjustment for baseline Cr51 EDTA Clearance estimated at 138 ml/min and Creatinine Clearance estimated at 113 ml/min, were as follows: Cr51 EDTA; Sham-CPB 23.5 ml/min (95%CI 3.1 to 4.0 ml/min), test for overall treatment effect p = 0.028, test for time*group interaction p = 0.789. Creatinine Clearance; Sham--‒CPB 54.1 ml/min (95%CI 22.2 to 86.0), test for overall treatment effect of group p = 0.004, test for group*time interaction p = 0.073. C. demonstrates close correlation between measured Cr51 EDTA clearance and calculated creatinine clearance.

# Supplementary material for: Changes in renal medulla gene expression in a pre-clinical model of post cardiopulmonary bypass acute kidney injury
**Source:** BMC Genomics. 2014 Oct 21;15(1):916. doi: 10.1186/1471-2164-15-916

**eFigure 1.** Graphs showing effect of 2.5 hours of cardiopulmonary bypass or sham intervention on **A.** Cr51 EDTA Clearance and **B.** Calculated Creatinine Clearance, pre intervention (Pre), and at 1.5 hours and 24 hours post intervention. Values represent mean (S.E.M). \*  $p < 0.01$ .

For graphs pooled estimates for pairwise comparisons derived from Analysis of Variance for Repeated Measures with adjustment for baseline Cr51 EDTA Clearance estimated at 138ml/min and Creatinine Clearance estimated at 113ml/min, were as follows: Cr51 EDTA; Sham-CPB 23.5ml/min (95%CI 3.1 to 44.0ml/min), test for overall treatment effect  $p = 0.028$ , test for time\*group interaction  $p = 0.789$ .

Creatinine Clearance; Sham-CPB 54.1 ml/min (95%CI 22.2 to 86.0), test for overall treatment effect of group  $p = 0.004$ , test for group\* time interaction  $p = 0.073$ . **eFigure 1C.** demonstrates close correlation between measured Cr51 EDTA clearance and calculated creatinine clearance.

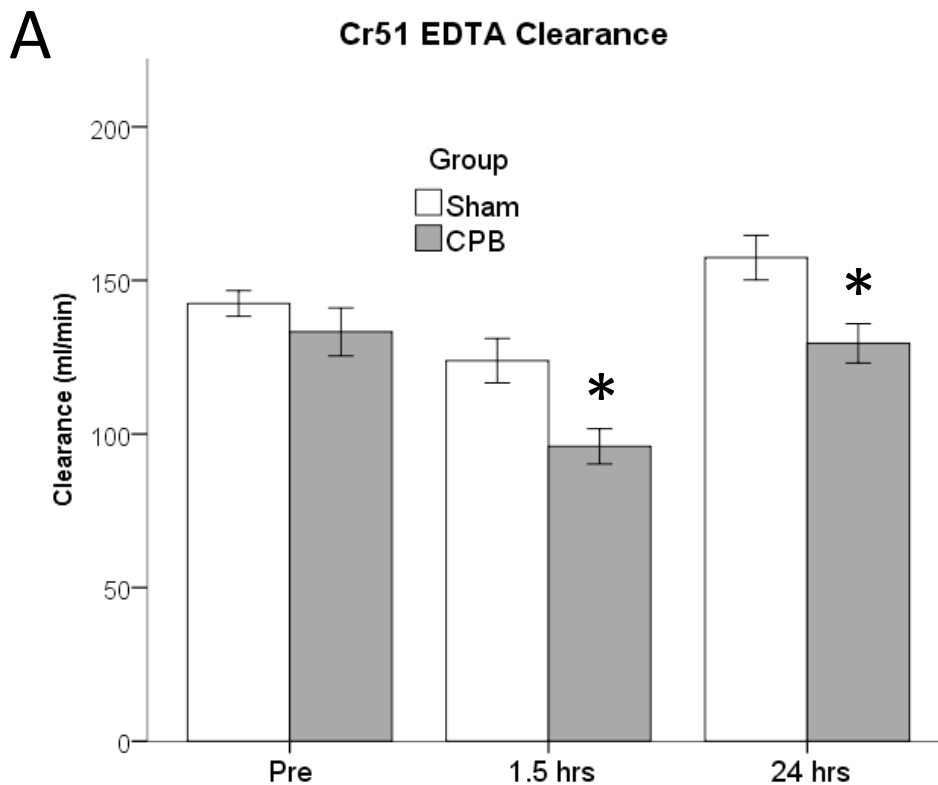

**B**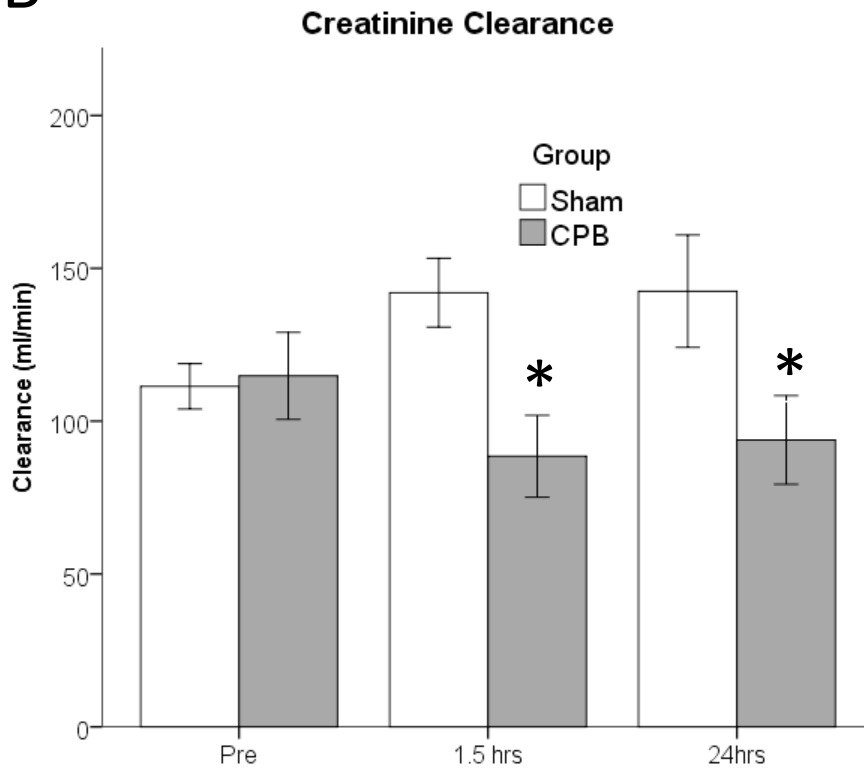**C**

**Measured Cr51 EDTA Clearance versus Calculated Creatinine Clearance at 1.5 and 24 Hours Post Intervention**

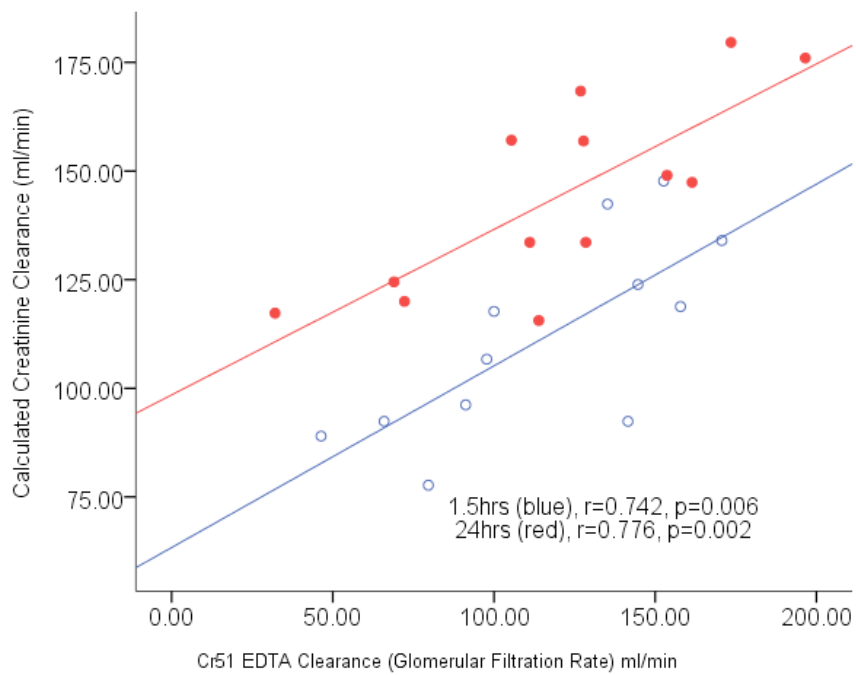

**Supplement:** Supplementary file 1 — Additional file 1: Figure S1: Graphs showing effect of 2.5 hours of cardiopulmonary bypass or sham intervention on A. Cr51 EDTA Clearance and B. Calculated Creatinine Clearance, pre intervention (Pre), and at 1.5 hours and 24 hours post intervention. Values represent mean (S.E.M). *p < 0.01. For graphs pooled estimates for pairwise comparisons derived from Analysis of Variance for Repeated Measures with adjustment for baseline Cr51 EDTA Clearance estimated at 138 ml/min and Creatinine Clearance estimated at 113 ml/min, were as follows: Cr51 EDTA; Sham-CPB 23.5 ml/min (95%CI 3.1 to 4.0 ml/min), test for overall treatment effect p = 0.028, test for time*group interaction p = 0.789. Creatinine Clearance; Sham--‒CPB 54.1 ml/min (95%CI 22.2 to 86.0), test for overall treatment effect of group p = 0.004, test for group*time interaction p = 0.073. C. demonstrates close correlation between measured Cr51 EDTA clearance and calculated creatinine clearance.

How the deposited data were processed for this re-analysis (not part of the article)

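Gene expression was measured in renal medulla of 6 pigs, 3 Sham and 3 CPB, with 1 Affymetrix porcine array per animal. The authors scanned the arrays with GCOS and normalised the raw files with RMA in ArrayStar, which includes background correction, quantile normalization and median polish, and the submitters' processing notes also name RMA. The authors deposited RMA intensity values for 24123 probe sets. Their scale was read from the values, whose size and range are those of linear intensities and not of logarithms, and log2 was taken first. The raw array files were not analysed here, so the background correction and normalisation stand as the authors made them, and signal over background per probe is not known.

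Names of genes come from Table 2 for the probe sets it lists and otherwise from the array annotation, which lists 10297 probe sets, 10099 of them with 1 symbol and 198 with several. The 13826 others are unnamed here, and no gene was named from a probe set with several symbols unless Table 2 names it. Where Table 2 gives only a locus number or no symbol, the annotation's symbol is used. No genome build is named for the array values, so no positions are given.

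The 124 control probe sets were left out. The remaining 23999 were compared between CPB and Sham with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with the group as the only term and Benjamini-Hochberg adjustment over all of them. The study's threshold, an unadjusted p under 0.05 and at least 1.6-fold, was applied to the same fit. The methods name Student's t-test without adjustment, and the methods' t-test was run as an alternative. Fixed gene lists were tested with camera at a preset correlation of 0.01, with 1 probe set per gene, the one with the highest mean, and adjustment over the 26 of 30 lists with at least 5 measured genes.

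The tests, the gene lists and the alternatives were set before the data were examined, apart from those named below as added. Table 2 had been seen by then. Some fixed lists hold its genes, such as CKMT2, F5, SLC16A3, HUS1 and 3 of the 26 myeloid markers. Tests of these lists are therefore not independent of Table 2. The genes in the text follow a rule set at the same time: every gene of Table 2 and Table 3 or discussed in the paper, whose values in Table 2 had been seen; the probe sets with the largest differences outside Table 2 that met the study's threshold with no overlap between the groups and 1 gene symbol; up to 4 members with the smallest p in each list; and GAPDH and ACTB. FBXO32 on its second probe set, FCGR3A, the urothelium markers and the unnamed probe sets fall outside it and were chosen after their values were seen.

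The alternatives were the methods' t-test on log2 and on linear values, limma with an intensity trend and a robust prior, array weights, a second quantile normalization, centring on the median, leaving out the dim probe sets, keeping the control probe sets, the replicate number as a block, each array left out in turn, other forms of the set test, and fold minimums of 1.5 and 2. After the data had been seen, a covariate for proximal tubule markers, also with the other forms of the set test, and a fit without Sham 2 and CPB 2 were added. Every split of the 6 arrays into 3 against 3 was also fitted.

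The test was tried on simulated data, in which 200 of 23999 probe sets were changed between 3 arrays and 3. With the spread of the real arrays, independent between probe sets, limma found 89% of the 2-fold and 94% of the 4-fold changes at the study's threshold, and 35% and 62% past the adjusted p of 0.05. Of the unchanged probe sets 420 also met the study's threshold, more than the changed ones that did, and 5 passed the adjusted p. The real arrays share large differences between animals, which that simulation leaves out. In a separate simulation of 26 lists with 1 list shifted, that list and 0 others were called. Whether camera makes false calls on the real lists is not shown by this, since their genes move together between animals. With an estimated correlation the calls of the real lists were lost.

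The precision rests on 3 animals per group. The PCR and Western blot measurements of the paper were not analysed here. The values of 1 gene of Table 2 are not reported here.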

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

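All tests of explanations in this part were chosen after the results had been seen, and so were the bounds that decide them.

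Of the probe sets at the study's threshold, 5 are not listed in Table 2. Outside the groups of the study, the split of Sham 1, Sham 3 and CPB 2 against Sham 2, CPB 1 and CPB 3 gave 3230 probe sets past an adjusted p of 0.05 from limma, where the real groups gave 0. Among the fixed gene lists, 12 were called by camera with its preset correlation, and none with an estimated correlation or by fry, which tests whether a list moves one way on balance. Those called higher in CPB had median log2 differences of 0.94 (proximal tubule markers), 0.47 (creatine and phosphagen metabolism), 0.30 (fatty acid oxidation and peroxisome), 0.25 (tricarboxylic acid cycle) and 0.15 (oxidative phosphorylation). Those called lower had medians of -0.33 (smooth muscle and pericyte markers), -0.25 (tubular injury and repair), -0.22 (endothelial markers), -0.16 (ribosomal proteins), -0.11 (fibroblast and extracellular matrix), -0.071 (cell cycle) and -0.069 (myeloid and granulocyte markers).

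The first principal component holds 66.4% of the variance and sets Sham 1, Sham 3 and CPB 2 against Sham 2, CPB 1 and CPB 3, and RNA degradation is neither shown nor excluded: with a term for Sham 3 and CPB 3, whose 3' to 5' signal ratios were the lowest, the log2 ratio was lower on the first side by -0.13 for actin (95% confidence interval -0.32 to 0.052) and higher by 0.20 for GAPDH (-0.069 to 0.47), in opposite directions with intervals that hold 0. A difference in the zone of the kidney that was sampled is a candidate explanation. Of 21 proximal tubule markers, 20 had weights toward Sham 2, CPB 1 and CPB 3, where 51.2% of all genes do. Of 10000 random lists matched on intensity, 0 had a median as far. Against this, the paper's methods describe separate blocks of cortex and outer medulla, with boundaries that are very clear in fresh tissue. The methods add that the authors' earlier studies had established where such biopsies lie. All 10 measured urothelium markers, listed after the component had been seen, had weights toward Sham 1, Sham 3 and CPB 2. There UPK3A was at 415.2, 527.6 and 836.6 and MUC4 at 744.9, 955 and 3699.4. On the other arrays they were at 55.4 to 61.6 and 25.8 to 26.4. The sides overlapped for UPK1A, at 40.2, 109.4 and 30.3 there and 36.8 to 40.4 on the other arrays. They also overlapped for UPK2, at 63.7, 86 and 71.5 against 58.4 to 64.2. These markers bear on the tissue in the biopsies and not on which label each carries. An exchange of the labels of Sham 2 and CPB 2 would give the same split, with 3230 probe sets, but then 16 of the 68 Table 2 probe sets met the study's threshold, and of the 8 probe sets of the genes taken to PCR 1 met it and 1 had no overlap between the groups, against 7 with no overlap as labelled. These probe sets were picked under the labels, and all 8 have the same direction with and without the exchange. So the direction of the paper's PCR and of its Western blots of CKMT2 and CPE decides nothing. An exchange of labels alters no value on an array, so by itself it leaves the marker difference between the sides unexplained. That difference covers 20 of 21 proximal tubule and all 10 urothelium markers by weight. It argues against an exchange alone as the cause of the split, for these markers. Whether the labels were exchanged as well is not decided here, and an effect of the treatment stays open.

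The proximal tubule, fatty acid oxidation and tricarboxylic acid cycle lists were called higher in CPB by camera with its preset correlation. With an estimated correlation they were not called (adjusted p = 0.765, 0.747 and 0.747). On all of these lists the centred mean was lower in CPB 2 (-1.522, -0.484 and -0.418) than in Sham 2 (1.077, 0.331 and 0.205). With the centred mean of the proximal tubule markers as a covariate, the mean of the medians of the fatty acid oxidation and tricarboxylic acid cycle lists went from 0.28 to 0.074, and camera called neither, so more proximal tubule in the CPB biopsies is a candidate explanation for these lists, but the oxidative phosphorylation list went from 0.15 to 0.12 and was still called (adjusted p = 0.0196, and 0.759 with an estimated correlation). Of the 7 higher genes of the metabolic class of Table 3, 6 kept the study's threshold with the covariate. The median of the 7 went from 0.99 to 0.80 (median standard error 0.24). ACO1, the other, went from 0.68 (standard error 0.18) to 0.60 (standard error 0.15), below the fold minimum. These genes had been chosen by the study on the same arrays for a group difference, and the covariate varied mostly within the groups. So this does not decide whether more proximal tubule is their whole cause, and an effect of CPB on metabolism stays open.

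The 11 lower probe sets of the immune response and adhesion classes had a median of -0.78. With the same covariate it was -0.76 (median standard error 0.26) and 7 kept the study's threshold. The 4 that lost it, both PECAM1 probe sets, CD53 and COL3A1, were still lower by 0.54 to 0.64 in size, under the fold minimum of 0.68. The study had picked these probe sets on the same arrays for a difference between the groups, while the covariate varied mostly within the groups. The covariate also stands for proximal tubule and not for vessels. The fixed endothelial list went from -0.22 to -0.018 with it and was no longer called (adjusted p = 0.252 from camera). So a lower share of a zone rich in vessels stays open for these probe sets and for the vessel markers. The median of the myeloid list went from -0.069 to -0.09, so this says little of leukocytes, and fewer myeloid cells in the CPB biopsies is neither shown nor excluded: the 26 myeloid markers had quartiles of -0.44 and 0.13, but the brighter 13 had a median of -0.34, and 3 of the 26 had been picked by the study. An effect of CPB on these genes stays open.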

How the results depend on the processing

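In this part the fits with the covariate and the fit without Sham 2 and CPB 2 were added after the data had been seen. No alternative set before the data were examined gave a probe set past an adjusted p of 0.05. The 73 probe sets at the study's threshold became 30 (10 higher, 20 lower) with the methods' t-test and 26 (10 higher, 16 lower) with that test on linear values, when 30 and 24 of Table 2 and 15 and 9 of Table 3 met it. With array weights, whose estimation stopped before it converged, there were 2116 probe sets at the study's threshold, 940 probe sets higher in CPB at the study's threshold and 1176 lower. With a fold minimum of 1.5, 33 were higher, and with 2 there were 21 (7 higher, 14 lower), with 20 of Table 2 and 10 of Table 3. Leaving out each array in turn gave 52 to 701 probe sets (14 to 375 higher, 30 to 526 lower), 29 to 57 of Table 2, 12 to 23 of Table 3, and 2 to 13 lists against 12 with all arrays. The lowest list count was without CPB 3. The lists called by camera went to 0 with an estimated correlation and to 0 with fry. The median of the endothelial markers then ran from -0.54 to 0.002 and that of the fibroblast list from -0.28 to 0.011, both above 0 without Sham 1. That of the interferon response genes, -0.018 with all arrays, ran from -0.45 to 0.62, with 0.57 without Sham 1 and the highest without CPB 3. With the covariate 110 probe sets (45 higher) met the threshold and 4 lists were called by camera (ribosomal protein, oxidative phosphorylation, and hypoxia and glycolysis genes and myeloid markers), and 0 with the covariate and an estimated correlation or fry. Without Sham 2 and CPB 2 there were 3070 (1357 higher, 1713 lower) and 719 passed an adjusted p of 0.05 from 2 pigs against 2. The other alternatives kept the counts within 1.5 times, and the cause of these changes was not tested.

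With the replicate number as a block 76 probe sets met the threshold (19 higher, 57 lower), 48 of Table 2, 16 of Table 3, and 11 lists were called. The deviations of same-numbered arrays correlated at -0.39, -0.68 and -0.02, and no array correlated best with its own number. The first principal component, which splits both groups, can dominate these correlations, so they do not exclude a pairing by number. As a hint from the data, all 24 poly-A control probe sets were brightest on Sham 3 and CPB 3, and these arrays also had the lowest 3' to 5' signal ratios, 3.78 and 3.85 for actin against 4.81 to 5.79 and 1.76 and 1.63 for GAPDH against 2.32 to 3.02. Of 27 hybridisation control probe sets 15 were higher on every Sham array than on every CPB array, with a median difference of -0.29. Such a technical difference follows the groups, and its part in the results cannot be separated.

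Of the comparisons of named probe sets with an alternative, 2374 kept their side of the threshold, 364 fell below it and 113 rose above it. In 28 comparisons, of 12 probe sets, the difference had another sign, in 0 of them at the study's threshold with all arrays or under the alternative. Set tests were not run under the t-tests. Of the 10 splits of the arrays, 7 gave at least the real 73 probe sets (the highest other gave 3192), and 1 gave at least the real 12 lists (highest other 11). The real groups gave 0 past an adjusted p (highest other 3230), a count that all 10 must reach, so this comparison says nothing of chance. With 10 splits the share cannot fall below 0.1. The split that gave the most points to a structure of the samples.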

Differences from the paper's values

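All 68 folds of Table 2 were reached, with a largest ratio to the paper's of 1. The unadjusted p-values from limma stay within 1.26 times the paper's. The methods name Student's t-test, and with the methods' t-test on log2 values all 68 p-values differ from the paper's by over 1.5 times, with a median 2.29 times the paper's. At the paper's threshold 30 of the 68 probe sets then met it. On linear values 64 of the 68 differ by over 1.5 times and 24 met it. The paper's count is 66, with 19 higher and 47 lower, and the counts here are 73, 21 and 52. The settings under which all p-values lie within 1.5 times the paper's are limma's moderated test on all 68, also with the control probe sets kept or with each array centred on its median, and on the 53 of them left when the dim probe sets are left out.

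Table 2 prints 68 probe sets, which are 66 when genes with more than 1 probe set are counted once. The paper places most higher genes in the metabolic class. Of the 19 higher probe sets 7 are in it, and of the 9 that Table 3 classifies 7 are. The paper places the lower genes in the adhesion and immune classes, which hold 11 of the 49 lower probe sets and 11 of the 15 that Table 3 classifies. The paper describes the genes taken to PCR as those with the highest difference. In the order of difference GSTA2, CPE and MMP7 hold places 1, 5 and 9 among the lower and SLC16A3, F5 and CKMT2 places 4, 5 and 7 among the higher probe sets. STARD10, ACOX3, SRGN and FCGR2B, with larger differences than some of these, were not taken to PCR. The paper describes no change of CD47, and none of its 3 probe sets met the study's threshold, although 1 was lower on every CPB array, by -0.38.

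The methods ask for a 3' to 5' signal ratio of actin and GAPDH of no more than 3. From the deposited RMA values the ratio for actin was between 3.78 and 5.79, and that for GAPDH between 1.63 and 3.02. RMA values are not on the scale of the GCOS report that the paper used, so these ratios are not the paper's.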

Other observations

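The proximal tubule covariate named here was chosen after the data had been seen.

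Of 58 measured ribosomal protein genes 57 had a lower mean in CPB, with a median log2 difference of -0.16. Their centred mean was 0.027, 0.02 and 0.20 in Sham 1, Sham 2 and Sham 3 and -0.10, 0.021 and -0.16 in CPB 1, CPB 2 and CPB 3, so CPB 2 lay level with Sham 1 and Sham 2. On the probe sets that enter the list, RPL12 was lower by -0.31 (standard error 0.12, n = 3 animals per group) and RPS9 by -0.41 (standard error 0.20), and none met the study's threshold. RPS15 met it on its Table 2 probe set, which the array annotation does not name, lower by -0.89 (standard error 0.21), and enters the list through another probe set that differed by -0.16 (standard error 0.13). The list's adjusted p was 1.29e-13 from camera and 0.664 with an estimated correlation. Tubular injury and repair genes had a median of -0.25 over 27 members (adjusted p = 0.00337, and 0.664 with an estimated correlation). Their centred mean was 0.42, -0.20 and 0.23 in Sham 1, Sham 2 and Sham 3 and -0.37, 0.32 and -0.39 in CPB 1, CPB 2 and CPB 3, and with the proximal tubule covariate the median was -0.056 and the list was not called (adjusted p = 0.131), nor was it without CPB 3 (median -0.063). ANXA1, a regulator of inflammation, was lower by -0.57 (standard error 0.24) and the intermediate filament gene VIM by -0.51 (standard error 0.26). The smooth muscle and pericyte markers had a median of -0.33 over 11 members (adjusted p = 0.0186, and 0.747 with an estimated correlation), with RGS5, a pericyte gene, lower by -1.44 (standard error 0.69). Their centred mean was 0.60, -0.35 and 0.31 in the Sham and -0.42, 0.28 and -0.42 in the CPB arrays in the same order, and with the covariate the median was -0.15 and the list was not called (adjusted p = 0.219), nor was it without Sham 1 (-0.21), CPB 1 (-0.30) or CPB 3 (-0.30). The cell cycle genes had a median of -0.071 over 25 members (adjusted p = 0.0105, and 0.664 with an estimated correlation), with CKS1B lower by -0.54 (standard error 0.21), and were not called with the covariate (adjusted p = 0.0813), or without Sham 1 (-0.054), Sham 2 (-0.11) or CPB 3 (-0.055).

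Interferon response genes were not called by camera (adjusted p = 0.757) and spread widely within both groups. The centred mean of the 21 measured members was 1.06 in Sham 1, -0.96 in Sham 2, -0.11 in Sham 3, 1.09 in CPB 1, 0.10 in CPB 2 and -1.19 in CPB 3. Their median was -0.018, and 0.29 with the covariate.

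Other lists were not called by camera. Their medians were 0.051 (hypoxia and glycolysis, 30 genes), 0.15 (glutathione and antioxidant, 35), 0.063 (heat shock proteins, 24), -0.085 (acute phase and inflammatory cytokines, 30), -0.11 (complement, 19), -0.008 (p53 and DNA damage response, 22) and -0.012 (endoplasmic reticulum stress, 20). The markers of nephron segments had medians of 0.058 (thick ascending limb, 6 genes), -0.055 (distal tubule and principal cells, 6) and 0.14 (intercalated cells, 5), and the medullary osmolyte genes 0.029 (7). The means of the intercalated cell and osmolyte lists, -0.035 and -0.10, have the opposite sign to their medians, and so does the direction of the test for the distal tubule list. Immunoglobulin genes, podocyte markers, erythrocyte genes and monocarboxylate transporters had 1, 3, 4 and 3 measured members and were not tested as lists. With the covariate the hypoxia and glycolysis list alone among these was called, higher with a median of 0.12 (adjusted p = 0.0196, and 0.565 with an estimated correlation). Among these lists the medians that changed sign with it were those of the glutathione and antioxidant (-0.016), acute phase and inflammatory cytokine (0.024), endoplasmic reticulum stress (0.009), intercalated cell (-0.10) and distal tubule lists (0.21). EPO was higher by 0.82 (standard error 0.35), VEGFA lower by -0.27 (standard error 0.14) on its brightest probe set and IL15 lower by -0.55 (standard error 0.20), none at the study's threshold.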
